A study of Mus musculus with 8 samples. Its data were reported in "Primary Cultures of Glomerular Parietal Epithelial Cells or Podocytes with Proven Origin" (2012).

How the data were processed

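Total RNA from primary mouse glomerular cells was measured on 8 Affymetrix Mouse Gene ST arrays. Parietal epithelial cells (PECs), which line Bowman's capsule, and podocytes, which cover the glomerular capillaries, had been tagged genetically in transgenic mice, grown out of isolated glomeruli and sorted by fluorescence for the product of the tag. Podocytes came from decapsulated and PECs from capsulated glomeruli, and the mouse lines differed. Cell type therefore cannot be told apart from mouse line and glomerular preparation. The arrays were made after repeated passages in culture, and no uncultured cells were measured. Each cell type was kept in RPMI, a basal medium, or in EGM-MV, a medium enriched with growth factors for microvascular endothelial cells. Both contained fetal calf serum, at a higher share in EGM-MV, so each medium effect includes the difference in serum. The sample labels gave 4 groups (PEC RPMI, PEC EGM-MV, podocyte RPMI and podocyte EGM-MV) with 2 arrays per group.

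The authors made the deposited log2 values from the scanned arrays in JMP Genomics with a custom probe set definition that gives 1 value per Ensembl gene. Their processing comprised RMA background correction, quantile normalization across arrays and conversion to log2. An iterative filter also removed outlying measurements. The study's methods give an analysis of variance over the 8 arrays as the test of differences among groups. Versions of RMA were not given in the sources used here. The deposited values are in arbitrary intensity units on the log2 scale, so a difference of 1 is a 2-fold change. Quantile normalization gives all arrays nearly the same distribution. A difference in the total RNA content of the cells is therefore not measured, and changes are relative to the other genes.

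The normalized table held 22237 genes, and its column names gave cell type, medium and a culture number. A second table of the same arrays, from the series matrix, held 22215 of these genes and had 1 column per labelled sample. The values of the genes in both tables differed by 0 at most. Main results used the normalized table. Anything that needed the labelled replicate number used the second table, which lacks 22 genes. The column names gave the same culture number to replicate 1 in both media and another to replicate 2 in both media, and the study's methods describe 2 independent cultures of each cell type kept in both media. The replicate number therefore paired the media within a cell type, and it did not pair PECs with podocytes. As a check, the replicate 2 minus replicate 1 difference was compared between media across genes. It correlated at r = 0.53 in PECs and at r = 0.07 in podocytes. Between cell types the correlations lay between 0.02 and 0.08. Genes are not independent replicates in these correlations. There were thus 2 independent cultures per cell type, and the 4 arrays of a cell type are not 4 independent samples of it.

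The files identify genes by Ensembl ID only and do not pair the IDs with names. The table of mouse genes used here (assembly GRCm38.p6) matched 0 of the 22237 IDs to a symbol. The lists of gene symbols fixed before the data were examined, for cell type markers and pathways, were therefore not tested, and the text names 2 IDs that rose and 2 that fell. These were the largest changes between the cell types among genes with an adjusted p below 0.05, a mean of at least 6 (log2) in some group, and all 4 arrays of a cell type above all 4 of the other. In place of the symbol lists, 3 lists of Ensembl IDs were taken from the cell cycle marker pairs distributed with the R package scran. A gene entered a list when it stood in at least 10 pairs, came first in at least 90% of the pairs of its own phase and came first in at most 50% of those of the other phases. The G1 list held 97 IDs (93 measured), the S list 64 (62 measured) and the G2/M list 81 (78 measured), with 0 IDs shared between lists. These lists were chosen after the data had been opened but before the values of their members were seen. Other choices made after the data had been seen are named as such where they are used.

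Group means were fitted per gene with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with all 8 arrays in 1 fit of 4 group means and 4 residual degrees of freedom. Contrasts compared podocytes with PECs and EGM-MV with RPMI, over both levels of the other factor and within each. The interaction was the medium effect in podocytes minus that in PECs. A moderated F test compared the 4 groups. P-values were two-sided and adjusted by the Benjamini-Hochberg method within each comparison, and genes with an adjusted p below 0.05 were called. The share of truly changed genes was estimated from the distribution of the p-values. Genes stable across media had to be called between cell types, differ over 4-fold between them, and differ less than 2-fold between media in both cell types. Lists were tested with camera at a preset inter-gene correlation of 0.01, with camera at an estimated correlation, and with fry, which tests whether the genes of a list move one way on balance. Adjusted p-values of lists are over the 3 lists of a comparison. Variance was divided among components by principal component analysis of gene-centred values, and among cell type, medium, their interaction and the cultures as sums of squares. Whether the study scaled genes before its component analysis was not given in the sources used here. The partition was added after the components had been seen.

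The fit was tested on simulated data with the real genes' means and spreads and a known set of changed genes. For podocytes against PECs, it recovered 92% of 50 genes changed 2-fold and 74% of 50 changed 1.5-fold. For the interaction, it recovered 60% of 50 genes changed 2-fold and 20% of 50 changed 1.5-fold. Between 0.032% and 0.050% of the 22037 unchanged genes were called. The simulated arrays were independent, each gene had the same spread in all groups, and few genes were changed. The real arrays shared cultures and the PEC replicates differed more, so these rates may not hold for the real data. Arrays give no counts, and the number of arrays limits the precision.

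Alternatives were a filter on dim genes (means below 6 in all 4 groups), the second table, repeated quantile normalization, centring each array on its median, leaving out each array, variance moderation with a trend and robustness, no moderation as in the methods, array weights, a 2-fold minimum, the replicate number or the culture as a block, 1 mean per culture, and fits with only the groups compared. When an array was left out, the remaining array of its group was assumed to vary like the other groups. The marker lists and further genes named in the study were not analysed here.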

Results

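The 8 arrays measured 22237 genes in primary PECs and podocytes, each kept in RPMI or EGM-MV, with 2 arrays per group from 2 independent cultures per cell type. The comparisons ask how far cultured cells of different origin differ in expression and how far the medium alters it. Of the 22237 genes, 13255 had a mean of at least 6 (log2) in some group, and 8982 lay below that level in all 4 groups. The median of the arrays ranged from 6.21 to 6.32. Replicates correlated across genes at r = 0.991 in PEC RPMI, 0.992 in PEC EGM-MV, 0.996 in podocyte RPMI and 0.998 in podocyte EGM-MV. The PEC cultures differed more from each other than the podocyte cultures did. The SD over genes of the difference between replicates was 0.26 in PEC RPMI and 0.25 in PEC EGM-MV, against 0.18 in podocyte RPMI and 0.12 in podocyte EGM-MV. At least 2-fold differences between replicates occurred at 210 genes in PEC RPMI, 187 in PEC EGM-MV, 5 in podocyte RPMI and 2 in podocyte EGM-MV.

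Cell type, with the mouse line and glomerular preparation that went with it, was the main source of variation among the transcriptomes. The medium came second. The first principal component held 61.0% of the variance and separated the 4 podocyte arrays from the 4 PEC arrays. The second held 22.1% and separated EGM-MV from RPMI in both cell types. Components 3 and 4 held 7.10% and 5.43%. Divided by source, 60.6% of the variance lay between cell types, 22.1% between media and 7.24% in the interaction of both. The difference between the PEC cultures took 5.66%, and that between the podocyte cultures 1.44%. The remaining 1.72% and 1.26% were differences between PEC and podocyte cultures, respectively, that changed with the medium. With genes scaled to unit variance, the first component held 40.6% of the variance and the second 21.9%. By the moderated F test of limma, 9432 genes (42.4%) differed among the 4 groups, and 6116 differed without moderation of the variances.

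**Figure D1:**
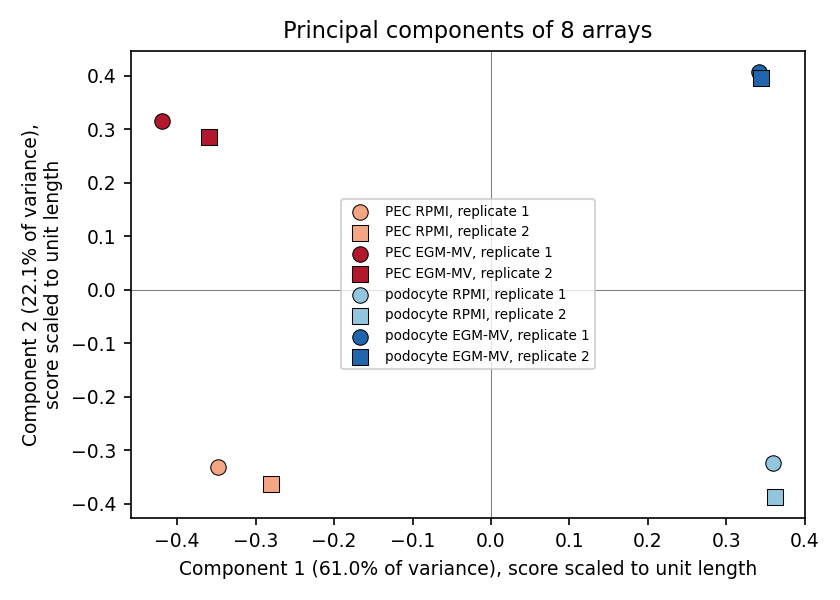
Scores of the 8 arrays on the first (horizontal, 61.0% of variance) and second (vertical, 22.1% of variance) principal components, scaled to unit length; colours give the group, and circles and squares are replicates 1 and 2. Podocyte arrays lie at positive and PEC arrays at negative scores of the first component, and EGM-MV arrays lie above RPMI arrays on the second.

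Podocytes and PECs differed in expression at a large share of genes, with many small changes and few large ones. Over both media, 4487 genes were higher in podocytes and 4711 were lower, out of 22237 tested. The balance between them turned with the scaling, to 4432 higher and 4294 lower after repeated quantile normalization and to 4814 and 3906 with each array centred on its median, and without dim genes it was 4352 and 3730. Most of these 9198 genes changed little: 85.4% differed less than 2-fold, and the median absolute change was 0.48 (log2). At least 2-fold changes were found at 753 genes higher in podocytes and 589 lower. Over 4-fold, 123 genes were higher and 81 were lower. A mean of at least 6 in some podocyte group and below 6 in both PEC groups was found at 373 genes, and the reverse at 832. With a wider gap, 11 genes had means at or below 6 in PECs and at or above 8 in podocytes in both media, and 8 genes showed the reverse. These level counts were chosen after the data had been seen.

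The files do not pair Ensembl IDs with gene names, and 4 IDs are given here as examples of the largest fitted changes. Where a group mean lay below 6, the level taken as background, the fold is a lower bound computed with that mean set to 6. ENSMUSG00000023224 was higher in podocytes by 5.81 ± 0.21 (log2, SE, limma adjusted p = 2.14e-06), or at least 50.7-fold. Its group means were 5.71 ± 0.35 in PEC RPMI and 6.26 ± 0.62 in PEC EGM-MV, against 10.97 ± 0.29 in podocyte RPMI and 12.62 ± 0.12 in podocyte EGM-MV (SD, n = 2). ENSMUSG00000023959 was higher in podocytes by 5.65 ± 0.09 (adjusted p = 1.82e-07), or 50.2-fold. ENSMUSG00000046203 fell by 4.69 ± 0.22 in podocytes (adjusted p = 5.34e-06), or at least 16.2-fold, and its podocyte means of 5.42 ± 0.03 in RPMI and 5.24 ± 0.06 in EGM-MV lay below 6 (SD, n = 2). ENSMUSG00000052485 fell by 4.48 ± 0.12 (adjusted p = 8.42e-07), or 22.3-fold.

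Most genes that mark the G2 and M phases of the cell cycle were lower in podocytes. Of the 78 measured members of the G2/M list, 54 were lower in podocytes, 11 were higher and 13 did not pass the test. Their median difference was −0.63 (log2), or 1.54-fold. The list passed with camera (adjusted p = 2.43e-08) and fry (adjusted p = 0.000285), but not with an estimated correlation (adjusted p = 0.31 with an estimated correlation). The G1 and S lists had smaller median differences. Of 93 G1 genes, 41 were lower and 16 higher (median −0.19, adjusted p = 0.0241, and adjusted p = 0.451 with an estimated correlation). Of 62 S genes, 32 were lower and 16 higher (median −0.30, adjusted p = 0.0393, and adjusted p = 0.451 with an estimated correlation). Without podocyte RPMI replicate 2 neither list passed (adjusted p = 0.137 for both), and without PEC EGM-MV replicate 1 the S list did not (adjusted p = 0.0528). Leaving out both arrays of PEC replicate 1 also ended both calls, with adjusted p-values of 0.055 for G1 and 0.0601 for S.

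Only 2 independent cultures stand behind each cell type, and both media of a culture entered the fit as separate arrays. With 1 mean per culture, 2 cultures against 2, limma called 7404 genes, of which 7356 were also called over all 8 arrays. The cell cycle lists were not tested in this way. Their p-values between podocytes and PECs therefore treat both media of a culture as separate samples.

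Differences between podocytes and PECs were called at 8818 genes in at least 1 medium and at 4645 in both. In EGM-MV, 3700 genes were higher in podocytes and 3451 lower, and in RPMI 3457 were higher and 2855 lower. Of the genes called, 2506 passed in EGM-MV alone and 1667 in RPMI alone, while the difference itself changed with the medium, by the interaction test, at 664 of the 8818. Of the 4645 that passed in both media, 4553 (98.0%) changed in the same direction. Independent lists of these sizes would share 575 higher and 443 lower genes, while 2602 and 1951 were shared. Part of this excess is built in, since both lists use the same estimate of each gene's spread. The differences in EGM-MV and in RPMI correlated across genes at r = 0.79 (Spearman's rho = 0.70). The same cultures stand behind both values, so the correlation includes what sets these cultures apart, and genes are not independent replicates. Between the cell types, 111 genes differed over 4-fold and changed less than 2-fold with the medium in both, 75 of them higher in podocytes and 36 higher in PECs. The G2/M list was lower in podocytes in both media, with a median of −0.81 in RPMI (54 of 78 genes lower, 5 higher, camera adjusted p = 6.86e-14, and adjusted p = 0.149 with an estimated correlation) and −0.39 in EGM-MV (42 lower, 11 higher, adjusted p = 0.000256, and adjusted p = 0.565 with an estimated correlation). In RPMI, centring each array on its median moved the share of called genes that were higher in podocytes from 54.8% to 65.9%, and the methods' t-test with Benjamini-Hochberg adjustment called 4070 genes. Within each medium, leaving out any single array of that medium, podocyte or PEC, gave fewer calls.

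**Figure D2:**
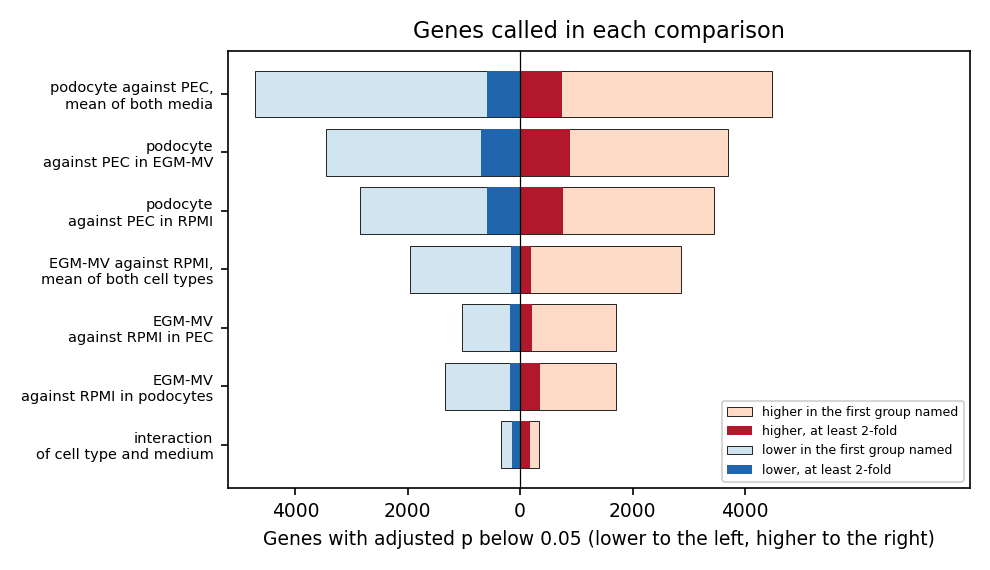
Number of genes with an adjusted p below 0.05 in each comparison (horizontal), with genes higher in the group named first to the right and genes lower to the left; for the interaction, right means a medium effect that is higher in podocytes. Dark parts are changes of at least 2-fold, which made up 1342 of the 9198 genes between podocytes and PECs and 315 of the 664 interaction genes.

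Fewer genes were called between media than between podocytes and PECs, and fewer of them changed at least 2-fold. Over both cell types, 2853 genes were higher in EGM-MV and 1958 were lower. Of these 4811 genes, 92.6% changed less than 2-fold, with 199 at least 2-fold higher and 157 at least 2-fold lower. Over 4-fold, 29 genes were higher in EGM-MV and 17 were lower. The largest called rise was 13.6-fold and the largest called fall 39.8-fold. Both factors passed at 3350 genes, the cell type alone at 5848 and the medium alone at 1461.

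Most G2/M genes were higher in EGM-MV, while 58 of 93 G1 genes and 31 of 62 S genes did not pass. Of the 78 G2/M genes, 47 were higher, 6 were lower and 25 did not pass, and the median difference was 0.42 (log2), or 1.34-fold (camera adjusted p = 2.11e-13, fry adjusted p = 0.00165, adjusted p = 0.157 with an estimated correlation). Of 93 G1 genes, 31 were higher and 4 lower (median 0.15, camera adjusted p = 3.34e-05, and adjusted p = 0.202 with an estimated correlation), and after repeated quantile normalization their median was 0.098 (camera adjusted p = 0.0019). Of 62 S genes, 23 were higher and 8 lower (median 0.15, camera adjusted p = 0.000166, and adjusted p = 0.202 with an estimated correlation).

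The count of called genes depended on the podocyte EGM-MV arrays, whose spread was lowest: 2685 genes passed without replicate 1 of that group and 3019 without replicate 2. The methods' t-test with Benjamini-Hochberg adjustment called 2354, and repeated quantile normalization moved the share of higher genes from 59.3% to 51.0%.

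Within PECs, 1699 genes were higher in EGM-MV and 1027 lower, of which 385 changed at least 2-fold. Within podocytes, 1713 were higher and 1332 lower, of which 533 changed at least 2-fold. Both cell types shared 1161 called genes, and 1095 of them (94.3%) moved in the same direction, 660 higher and 435 lower, against 131 and 61.5 for independent lists. Both lists use the same estimate of each gene's spread, so part of this excess is built in. Medium effects in PECs and podocytes correlated across genes at r = 0.51 (Spearman's rho = 0.45). G2/M genes had a median medium effect of 0.69 in podocytes (50 of 78 higher, 4 lower, camera adjusted p = 1.71e-19, fry adjusted p = 0.000982, and adjusted p = 0.0867 with an estimated correlation) and 0.18 in PECs (10 higher, 3 lower, adjusted p = 0.001, fry adjusted p = 0.107, and adjusted p = 0.417 with an estimated correlation).

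The counts within a cell type depended on how the spread was estimated. In PECs, the culture as a replicate block raised the count from 2726 to 4268, while the 4 PEC arrays alone gave 374 calls, the methods' t-test with Benjamini-Hochberg adjustment gave 358, and leaving out an array gave 1734 (PEC EGM-MV replicate 1), 1802 (PEC EGM-MV replicate 2), 1781 (PEC RPMI replicate 2) or 1601 (podocyte EGM-MV replicate 1 or 2). Repeated quantile normalization moved the share of higher genes from 62.3% to 52.2% in PECs and from 56.3% to 48.8% in podocytes, where the balance turned, and centring each array on its median moved it to 71.6% in PECs and 50.4% in podocytes. In podocytes, the 4 podocyte arrays alone gave 4632 calls against 3045 and the methods' t-test 1084, and leaving out an array gave 923 (EGM-MV replicate 1), 1200 (EGM-MV replicate 2), 1556 (RPMI replicate 1) or 1386 (RPMI replicate 2).

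The response to the medium differed between podocytes and PECs at 664 genes, for which the interaction passed. The medium effect was higher in podocytes at 329 of these and lower at 335, and 315 differed at least 2-fold. At 422 genes the medium effect was larger in size in podocytes and at 242 in PECs. The effects had opposite signs at 389 genes. ENSMUSG00000023959 was among the 664, with a medium effect of −0.93 in PECs and 0.30 in podocytes (limma adjusted p of the interaction = 0.0186). The G2/M list had a larger medium effect in podocytes than in PECs, with a median interaction of 0.42 (22 of 78 genes higher, 1 lower, camera adjusted p = 1.69e-15, fry adjusted p = 0.0111, and adjusted p = 0.126 with an estimated correlation). The S list had a median interaction of 0.11 with 6 of 62 genes higher and 0 lower by limma, or 14 and 4 at an unadjusted p below 0.05 (camera adjusted p = 0.00843, and adjusted p = 0.488 with an estimated correlation, fry adjusted p = 0.153). With each array centred on its median, the S median was 0.032 (camera adjusted p = 0.0027). Its call was lost without PEC EGM-MV replicate 2 (adjusted p = 0.168) or podocyte RPMI replicate 2 (adjusted p = 0.262). The G1 list did not pass, with 0 of 93 genes called by limma and 11 higher and 10 lower at an unadjusted p below 0.05 (camera adjusted p = 0.739, fry adjusted p = 0.834), except without podocyte RPMI replicate 1 (adjusted p = 0.0349).

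The interaction count depended most on the fit: it was 1604 with the culture as a fixed replicate block, 1235 with the culture as a random block and 1 by the methods' t-test, and it was 224 or 256 without podocyte RPMI replicate 1 or 2, 149 or 165 without podocyte EGM-MV replicate 1 or 2, and 1240 or 1221 without both arrays of PEC replicate 1 or 2. Centring each array on its median moved the share of interaction genes with a higher medium effect in podocytes from 49.5% to 37.0%.

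**Figure D3:**
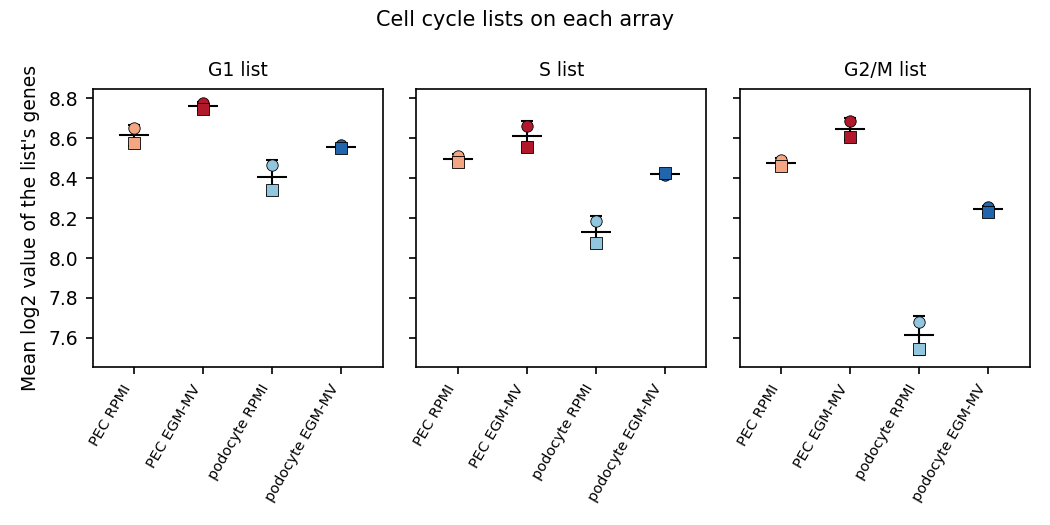
Mean log2 value (vertical) of the measured genes of the G1, S and G2/M lists on each array; circles and squares are replicates 1 and 2, horizontal bars are group means and error bars their SD (n = 2). The G2/M mean was 7.61 ± 0.10 in podocyte RPMI, 8.24 ± 0.02 in podocyte EGM-MV, 8.48 ± 0.02 in PEC RPMI and 8.65 ± 0.06 in PEC EGM-MV.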

Values the study reported

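The study reported that the first principal component, which set podocytes apart from PECs, explained 47.8% of the variance, and that the media accounted for 11.8% on the second component. It found 2,507 differentially expressed genes among the 22,237 it measured.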

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

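Of the tests in this part, 2 were chosen only after the result was seen. They are the correlation of replicate differences between media and the counts of genes higher or lower in PEC replicate 2 in both media.

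A difference between the cell types in their response to the medium singled out 664 genes, whose interaction passed at an adjusted p below 0.05. It also singled out ENSMUSG00000023959, with a medium effect in podocytes 1.23 (log2) above that in PECs. The S list, with a median interaction of 0.11, and the G2/M list, with 0.42, were singled out in the same way by camera at the preset correlation. Neither call held with an estimated correlation (adjusted p = 0.488 for S and 0.126 for G2/M). The S call was also lost with fry (adjusted p = 0.153) and without PEC EGM-MV replicate 2 (adjusted p = 0.168) or podocyte RPMI replicate 2 (adjusted p = 0.262).

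Of 78 G2/M genes, 47 were higher and 6 lower in EGM-MV (median 0.42), and 54 were lower and 11 higher in podocytes (median −0.63), but neither list call held with an estimated correlation (adjusted p = 0.157 and 0.31). Array scaling, with the wider spread of values in EGM-MV for the medium, was weighed as a cause. Among 10000 lists matched on mean expression, which do not carry the correlation among these genes, medians ranged from −0.12 to 0.20 for the medium and from −0.21 to 0.30 for the cell type. After repeated quantile normalization the medians were 0.37 and −0.65, and after centring each array on its median 0.43 and −0.59. The deposited values had already been quantile normalized, so these rescalings cannot test shifts made by that step. Scaling of whole arrays would move genes of like mean expression alike, so the matched lists argue against it as the whole cause. The cell type, the medium, cell density at harvest and correlated variation among a few cultures stay open as untested explanations. So do the transgenic mouse lines and the glomerular preparation, which differ between the cell types.

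The PEC cultures differed more from each other than the podocyte cultures did, with 210 and 187 genes at least 2-fold apart against 5 and 2. Noise of single arrays would leave the replicate difference in RPMI unrelated to that in EGM-MV, but they correlated across genes at r = 0.53. The cells were sorted on their tag, and the study reported that virtually all sorted cells still carried it in later passages. Podocyte-lineage cells in PEC replicate 2 were tested on 8 genes at most 6 in PEC replicate 1 and at least 9 in podocytes. These genes were chosen in RPMI and tested in EGM-MV. There, 6 were higher in replicate 2, but 50% implied less than 0.2 of the median podocyte share of 0.40%. In the other direction 14 of 15 genes were higher, with a median share of 1.55%, and 26.7% implied less than 0.2 of it. The genes were chosen as low in replicate 1, and replicate differences correlated between media. Higher values in replicate 2 are therefore partly built in. The genes also lay near 6, the level taken as background, which makes small shares imprecise. In both media, 64 genes were at least 2-fold higher in replicate 2, the direction that podocyte-lineage cells could cause for podocyte genes. Another 22 genes were at least 2-fold lower, which such shares could not cause. These lower genes argue against podocyte-lineage cells as the whole cause, while a small share of such cells is not excluded. Differences between the mice or the outgrowths of the cultures stay open as untested explanations.

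Most genes called between podocytes and PECs (85.4%) changed less than 2-fold. Counting both media of a culture as separate replicates could make small changes pass, but 7404 genes still passed with 1 mean per culture, 6090 of them under 2-fold. The culture means argue against this explanation as the whole cause. Scaling could also shift many genes slightly. After repeated quantile normalization 7414 genes passed with changes under 2-fold, against 7856 before. The deposited values had already been quantile normalized, so repeating this step cannot test shifts that it made, and scaling stays open. A broad difference may remain as a hypothesis, carried by the cell type, the mouse line, the glomerular preparation or the particular cultures. The 2 cultures per cell type cannot separate these.

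Other splits of the 8 arrays were tried with the other factor as a covariate, in 34 of the 35 splits, since the split along that factor itself could not be fitted. Between podocytes and PECs, 1 of the 34 splits, the real split, gave as many as its 8360 genes, and the highest of the others gave 0. Between EGM-MV and RPMI, 1 of the 34 splits, again the real split, gave as many as its 3534 genes, and the highest of the others gave 9. The cultures are the independent units, and only splits that part as many culture pairs as the real split treat them alike. For the cell type these were the real split and 2 others, with 8360 genes against at most 0, and for the medium the real split and 7 others, with 3534 genes against at most 5. Such splits, 3 and 8 in number, are too few for a share under 0.05. In the other splits, the real difference between the groups stayed wholly or partly in the residual spread, which lowers the count of called genes. No conclusion is therefore drawn from their low counts.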

How the results depend on the processing

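The p-value threshold of the study, leaving out a PEC culture, and all alternatives of the cell cycle lists were added after the data had been seen. Between podocytes and PECs over both media, counts stayed between 7154 and 9581 in every alternative except the 2-fold minimum, and the 4 named IDs kept their direction and call in each of 14 alternatives. With a 2-fold minimum, 1342 genes remained between podocytes and PECs, 1577 in EGM-MV, 1348 in RPMI, 356 between media, 385 in PECs, 533 in podocytes and 315 for the interaction, since this rule only removes genes. The methods' t-test with Benjamini-Hochberg adjustment gave 4070 between podocytes and PECs in RPMI, 2354 between media, 358 in PECs, 1084 in podocytes, 1 for the interaction and, as an F test, 6116 among the 4 groups, with 4 residual degrees of freedom and no sharing of the spread between genes. The study set its cutoff on individual p-values through a correction for multiple testing. At that cutoff, the F test without moderation called 2361 genes among the 4 groups, against 6116 with Benjamini-Hochberg adjustment.

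The replicate block by culture, which pairs the media, gave 4268 in PECs and 1604 for the interaction when fixed, and 1235 for the interaction when random. It changed no other call and moved no other count by over 1.5 times. The replicate number as a block over all groups gave 9581, 5267 and 821 for cell type, medium and interaction. Fits of only the 2 groups compared gave 374 in PECs and 4632 in podocytes, where the spread is no longer shared. Leaving out both arrays of PEC replicate 1 or 2 gave 4635 in podocytes with either, and 1240 or 1221 for the interaction, and replicate 1 ended the calls of the G1 (−0.16, adjusted p = 0.055) and S (−0.29, adjusted p = 0.0601) lists between cell types; the cause was not tested.

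Leaving out each array in turn gave 4432 to 7429 genes between podocytes and PECs in EGM-MV, 4187 to 6502 in RPMI, 2685 to 4472 between media, 1601 to 2353 in PECs, 923 to 3365 in podocytes and 149 to 651 for the interaction, with fewer arrays as part of the cause. The first component then held 61.2% to 64.1% and the second 20.4% to 23.5%, and the correlation of medium effects was 0.46 to 0.53. The first component held 62.3% without dim genes and 40.6% with scaled genes, and the correlation was 0.55 over genes called in either cell type. List medians over left-out arrays were −0.21 to −0.15 (G1) and −0.34 to −0.25 (S) between cell types. For the interaction they were −0.019 to 0.10 (G1) and 0.049 to 0.17 (S), and the G1 median, not called, was −0.021 with arrays centred on their median; the cause was not tested.

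With an estimated correlation no list passed: between cell types G1 (−0.19), S (−0.30) and G2/M (−0.63), between media G1 (0.15), S (0.15) and G2/M (0.42), and for the interaction S (0.11) and G2/M (0.42). The estimated correlations of 0.15 to 0.16 are above the preset 0.01. With fry the S list (0.11) also lost its interaction call. Between cell types, between media and for the interaction, G2/M medians kept sign and call in the other alternatives run. Between cell types, no alternative tested the lists with a single mean per culture. Within a single cell type or medium, lists were run only with the estimated correlation and fry, and G2/M in PECs lost its call with both. Of the remaining values, 137 for lists and 169 for counts and shares kept direction and side of the threshold or stayed within 1.5 times or 1 SD. The planned gene lists by symbol were not run. No scaling moved the median of all genes by over 0.1. The share of 8982 genes below 6 in all groups limits what can be seen of low transcripts.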

Other observations

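The share of variance on the second principal component was 22.1%. That is higher than the value quoted from the study above.

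The direction of the difference between the PEC cultures was compared with the direction from PECs to podocytes, after the data had been seen. The replicate 2 minus replicate 1 difference of PECs in EGM-MV correlated across genes with the podocyte minus PEC difference in RPMI at r = 0.15, with a slope of 0.073. In RPMI, against the difference in EGM-MV, the correlation was 0.16 and the slope 0.073. In podocytes the correlations were 0.05 and 0.03.

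In PECs, 64 genes were at least 2-fold higher and 22 at least 2-fold lower in replicate 2 in both media. An estimated 58.7% of the 22237 genes differed between podocytes and PECs, 39.8% between media and 17.8% in the interaction, by the distribution of their p-values. These p-values come from the fit that counts both media of a culture as separate arrays. For the cell type they thus reflect the spread among arrays rather than among the 2 cultures per cell type. For the interaction, the methods' t-test with Benjamini-Hochberg adjustment called 1 gene.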
